# The Spleen Is an Ideal Site for Inducing Transplanted Islet Graft Expansion in Mice

**DOI:** 10.1371/journal.pone.0170899

**Published:** 2017-01-30

**Authors:** Takeshi Itoh, Hitomi Nishinakamura, Kenjiro Kumano, Hiroyuki Takahashi, Shohta Kodama

## Abstract

Alternative islet transplantation sites have the potential to reduce the marginal number of islets required to ameliorate hyperglycemia in recipients with diabetes. Previously, we reported that T cell leukemia homeobox 1 (Tlx1)^+^ stem cells in the spleen effectively regenerated into insulin-producing cells in the pancreas of non-obese diabetic mice with end-stage disease. Thus, we investigated the spleen as a potential alternative islet transplantation site. Streptozotocin-induced diabetic C57BL/6 mice received syngeneic islets into the portal vein (PV), beneath the kidney capsule (KC), or into the spleen (SP). The marginal number of islets by PV, KC, or SP was 200, 100, and 50, respectively. Some plasma inflammatory cytokine levels in the SP group were significantly lower than those of the PV group after receiving a marginal number of islets, indicating reduced inflammation in the SP group. Insulin contents were increased 280 days after islet transplantation compared with those immediately following transplantation (p<0.05). Additionally, Tlx1-related genes, including *Rrm2b* and *Pla2g2d*, were up-regulated, which indicates that islet grafts expanded in the spleen. The spleen is an ideal candidate for an alternative islet transplantation site because of the resulting reduced inflammation and expansion of the islet graft.

## Introduction

Current immunosuppression protocols improve the efficacy of clinical allogeneic islet transplantation for the treatment of unstable type 1 diabetes mellitus [1–7]. Recent studies have demonstrated that a single infusion of allogeneic donor islets into the liver normalized blood glucose or HbA1c levels in most recipients with diabetes [3, 5, 8–13]. However, the rate of transplantation per islet isolation was approximately 50%, even though islets were isolated from selected donors [14–16]. Isolated islets were only used for transplantation when the islet yield exceeded 5,000 islet equivalents per kg recipient body weight [1, 5, 17]. In addition to the severe shortage of human donors, the low transplant rate hampers clinical application of allogeneic islet transplantation. Improving the quality of the islet isolation technique to increase the yield from the donor pancreas or reducing the number of islets required to ameliorate hyperglycemia is critical to overcome these obstacles. One possible approach to reduce the number of islets required to mitigate hyperglycemia is to explore alternative islet transplantation sites. Currently, the liver is the primary site for clinical islet transplantation [1, 5]. However, severe inflammatory reactions, including instant blood-mediated inflammatory reactions and severe immunological rejections, occur after intra-portal islet transplantation [5, 6, 18–23].

A number of islet transplant sites have been previously evaluated in small as well as large animal models. Experimentally, islets have been transplanted into the liver, beneath the kidney capsule, and into the spleen, pancreas, adrenal gland, peritoneum, omentum, gastrointestinal wall, testis, thymus, bone marrow, anterior chamber of the eye, cerebral ventricles, fat pad, subcutaneous spaces, and intramuscular spaces [24–27]. However, there has not been enough evidence to support switching the transplant site from the liver to an alternative site [24–27]. Our previous studies have suggested that the spleen is a candidate alternative transplant site. Previously, we demonstrated that injection of donor splenocytes and complete Freund’s adjuvant into non-obese diabetic (NOD) mice with end-stage disease eliminated autoimmunity and permanently restored normoglycemia [28, 29]. Following donor splenocyte transfusion, CD45^-^ mesenchymal stem cells in the donor splenocytes became functional islets in the pancreas of diabetic NOD mice [28, 30, 31]. The specificity of splenic mesenchymal stem cells that were defined to develop the unique lineage accompanied with Nkx2.5 and Tlx1 (Hox11) expressions [32]. Furthermore, Tlx1 (Hox11)^+^ stem cells in the spleen effectively regenerated into insulin-producing islet cells in the pancreas of recipient mice [31, 33], indicating that the spleen is a source of stem cells for the treatment of diabetes [34]. In addition, the theory is based on the insulin formation, that mRNA is preserved as untranslated protein in spleen [35]. In the present study, we hypothesized that the spleen is an ideal site for inducing regeneration of transplanted islets, leading to a reduced number of islets required to ameliorate hyperglycemia in diabetic recipient mice.

## Materials and Methods

### Animals

Male C57BL/6 (H-2b) mice were purchased from Charles River Japan (Kanagawa, Japan) and used as diabetic recipient and donor mice. Mice were housed under specific pathogen-free conditions and analyzed between 8 and 16 weeks of age. Diabetes was induced in the recipients by intravenous injection of streptozotocin (STZ; 180 mg/kg body weight) (Sigma, St. Louis, MO). Blood glucose levels of the mice exceeded 400 mg/dL 2–3 days after STZ injection, and the mice that remained hyperglycemic at the time of islet transplantation were used as diabetic recipient mice. The experiments were approved by the Fukuoka University Animal Care and Use Committee (approval number: 1504828).

### Islet isolation and transplantation

Islets were isolated by the static digestion method using collagenase and then separated by centrifugation on Ficoll-Conray gradients [19]. Islets (150–250 μm diameter) were hand-selected using a Pasteur pipette with the aid of a dissecting microscope. Handpicked islets were transplanted into the liver via the recipient’s portal vein (PV) [19], beneath the left kidney capsule (KC) [36], or into the spleen (SP) by direct puncture from the surface of the spleen with a 27-gauge needle 3 days after diabetes induction by STZ injection. Non-fasting blood glucose levels and body weight were monitored three times per week in all recipients for 300 days following islet transplantation. Blood glucose levels were measured using a GlucoCard DIA meter (Arkray, Kyoto, Japan). Normoglycemia after transplantation was defined as two consecutive blood glucose level measurements below 200 mg/dL.

### Morphological study

Islet grafts in the liver, kidney, and spleen were examined morphologically. Samples were fixed with 10% formalin solution, processed, and embedded in paraffin. The sections were prepared for light microscopy and stained with hematoxylin and eosin, guinea pig anti-mouse insulin antibody (1:100, DAKO Santa Clara, CA), and rabbit anti-guinea pig antibody (1:100, Abcam, Tokyo, Japan) with Warp Red Chromogen (Biocare Medical Concord, CA) in the presence of alkaline phosphatase enzyme for histochemical detection of insulin localization [19]. Separate slides were stained with F4/80 (1:100, Clone: SP115; Abcam, Tokyo, Japan) or Gr-1 (1:200, Clone: RB6-8C5; Affymetrix, Santa Clara, CA). Specific binding of the primary antibodies was followed with horseradish peroxidase-conjugated secondary antibodies (1:300, Jackson Immunoresearch, West Grove, PA) and diaminobenzidine substrate (Nichirei, Tokyo, Japan). Furthermore, islet grafts were identified by immunofluorescent staining with anti-insulin antibody (1:100) and von Willebrand factor (vWF; 1:200, Abcam, Tokyo, Japan), ribonucleotide reductase M2 B (Rrm2b; 1:250, Abcam, Tokyo, Japan), or phospholipase A2, group IID (Pla2g2d) antibody (1:50, US Biological, Salem, MA). Alexa488-F(ab')_2_ fragment anti-guinea pig IgG (H+L) and Cy3-F(ab')_2_ fragment anti-rabbit IgG (H+L; 1:200, Jackson Immunoresearch) were used as secondary antibodies. The slides were analyzed using a fluorescence microscope BZ-X700 (Keyence, Itasca, IL).

### Intraperitoneal glucose tolerance tests (IPGTT)

IPGTTs were performed in naïve mice, STZ-induced diabetic mice (STZ-DM), and islet transplant recipient mice 50 days after transplantation. Mice were fasted for 16 hours prior to examination. Blood samples were obtained at 0, 30, and 120 min after intraperitoneal glucose injection (1 g/kg body weight), and glucose levels were measured [36].

### Cytokine and chemokine measurement

High-mobility group box 1 (HMGB1) concentrations in the samples were measured by HMGB1 enzyme-linked immunosorbent assay kit II (Shino-test, Kanagawa, Japan) [36]. Mouse plasma cytokine and chemokine concentrations were measured by MAGPIX systems (MERCK Millipore, Darmstadt, Germany) using the MILLIPLEX MAP Mouse Cytokine/Chemokine Magnetic Bead Panel (Cat. No. MCYTOMAG-70K-17) and MILLIPLEX MAP TGFB1 Magnetic Beads Single Plex Kit (Cat. No. TGFBMAG-64K-01).

### Insulin content measurements

Insulin contents were determined in acid-ethanol extracts. Each individual spleen was homogenized in 1.5 mL acid-ethanol (0.18 M HCl in 95% ethanol [vol/vol]). The acidic extracts were analyzed by mouse insulin enzyme-linked immunosorbent assay kit (Morinaga, Kanagawa, Japan).

### Gene expression microarray and data analysis

Total RNA was prepared from islet graft-bearing spleens from STZ-induced diabetic recipient mice using the PureLink RNA Mini Kit (ThermoFisher SCIENTIFIC, Waltham, MA). We transplanted 25 and 100 islets into the spleen and beneath the kidney capsule of recipient mice, respectively (SP25+KC100). The spleen was then harvested immediately following (Sample 1) or 2 days after transplantation (Sample 2). Additionally, 100 days after SP25+KC100 treatment, nephrectomy was performed to remove the islet graft from the kidney. Nephrectomized mice received a splenectomy 139 days after transplantation to harvest a spleen sample from recipient mice (Sample 3). cDNA was amplified and labeled using a Quick Amp Labeling Kit (Agilent Technologies, Santa Clara, CA) and hybridized to a 60K 60-mer oligomicroarray (SurePrint G3 Mouse Gene Expression Microarray 8x60K Kit; Agilent Technologies) according to the manufacturer’s instructions. The hybridized microarray slides were scanned using an Agilent scanner. The relative hybridization intensities and background hybridization values were calculated using Feature Extraction Software version 9.5.1.1 (Agilent Technologies). The raw signal intensities and flags for each probe were calculated from the hybridization intensities and spot information according to the procedures recommended by Agilent Technologies using the Flag criteria in the GeneSpring Software. In addition, the raw signal intensities of three samples were normalized by the quantile algorithm with Bioconductor. We extracted probes for Tlx1-related genes from probes that had the “P” flag in at least one sample. Heat maps were generated using R software with a hierarchical clustering method. The color indicates the log2-transformed distance from the median of each probe. The comparisons performed included Sample 1 vs. Sample 3 and Sample 2 vs. Sample 3. The criteria for the regulated genes were: *Z*-score ≥ 2.0 and ratio ≥ 1.5 (up-regulated genes) and *Z*-score ≤ −2.0 and ratio ≤ 0.66 (down-regulated genes). Microarray data analysis was supported by Cell Innovator (https://www.cell-innovator.com). Our data have been uploaded to the Gene Expression Omnibus database (accession number GSE84512).

### Statistical analysis

The statistical significance between two groups was determined by Student’s *t* test. The statistical significance among three or more groups was determined by one-way analysis of variance and the Tukey-Kramer post hoc test. Differences were considered significant when p-values were less than 0.05.

## Results

### Marginal number of islets required to ameliorate hyperglycemia in STZ-induced diabetic recipient mice by syngeneic islet transplantation into three different transplant sites

First, we performed syngeneic islet transplantation at three different sites, including intra-PV, beneath the KC, and intra-SP. To ameliorate hyperglycemia in STZ-induced diabetic recipient mice by islet transplantation into the PV (n = 7) and beneath the KC (n = 6), 200 and 100 islets were required, respectively (Fig 1A). Surprisingly, only 50 islets were required to ameliorate hyperglycemia in STZ-induced diabetic recipient mice by islet transplantation into the SP (n = 10) (Fig 1A). A splenectomy was performed 60 or 160 days after the 50 islets were transplanted into the SP. All recipient mice became hyperglycemic soon after splenectomy, indicating that the intra-splenic islet grafts had maintained normoglycemia (Fig 1A). After 200 islets (n = 3) or 100 islets (n = 7) were transplanted into the SP, all diabetic recipient mice suddenly became normoglycemic. Furthermore, all diabetic mice gradually became normoglycemic following transplantation of 50 islets into the SP (Fig 1A). None of the diabetic recipient mice (n = 5) became normoglycemic after receiving 25 islets into the SP (Fig 1A). Insulin- and vWF-stained islets were observed in the spleen from day 0 to day 120 after transplantation (Fig 1B).

**Fig 1:**
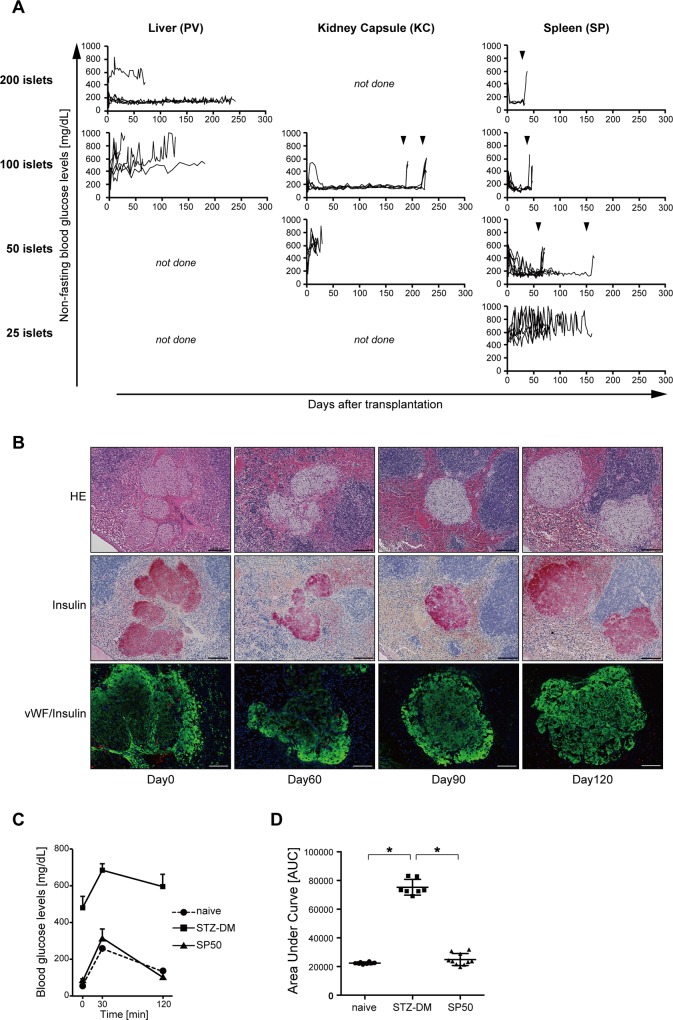
Marginal number of islets required to ameliorate hyperglycemia in STZ-induced diabetic recipient mice by islet transplantation into the liver, beneath the kidney capsules, or into the spleen. **(A)** Non-fasting blood glucose levels in STZ-induced diabetic mice (C57BL/6) transplanted with 200, 100, 50, or 25 syngeneic islets into the liver (PV), kidney capsule (KC), or spleen (SP). Individual lines represent glucose levels for each animal. The arrowhead indicates the time of graftectomy. **(B)** Photomicrographs of islet cells after transplantation in the spleen. Sections were stained with Haematoxylin & Eosin (H&E), anti-insulin antibody, or anti-vWF antibody. vWF^+^ cells are indicated by arrowheads. Scale bars: 100 μm (H&E and insulin staining); 200 μm (vWF and insulin staining). **(C)** The response to intraperitoneal glucose tolerance tests (IPGTT; 1 g/kg body weight) in naïve (circles), STZ-DM (triangles), and SP50 (squares) mice. Blood glucose levels were measured at the indicated time points. **(D)** Area under the curve following an IPGTT for each individual mouse. Values are means±SD. *p<0.05.

### Glucose tolerance was improved following transplantation of 50 islets into the SP

To evaluate glucose tolerance, IPGTTs were performed 50 days after transplantation. The blood glucose levels of naïve mice (n = 8) at 0, 30, and 120 minutes after intraperitoneal glucose injection (1 g/kg body weight) were 59.9±3.3, 257.5±9.8, and 133.5±4.8 mg/dL (mean±standard deviation [sd]), respectively. The blood glucose levels of STZ-DM mice (n = 7) at 0, 30, and 120 minutes after intraperitoneal glucose injection (1 g/kg body weight) were 482.6±59.9, 686.0±34.7, and 597.4±65.8 mg/dL (mean±sd), respectively. The blood glucose levels of diabetic recipient mice that received 50 islets into the spleen (SP50; n = 10) at 0, 30, and 120 minutes after intraperitoneal glucose injection (1 g/kg body) were 81.7±12.4, 316.7±48.9, and 103.7±29.8 mg/dL (mean±sd), respectively. The SP50 group displayed a similar glucose tolerance pattern to the naïve mice (Fig 1C). Next, we calculated the area under the curve for each mouse and compared the naïve, STZ-DM, and SP50 mice. The areas under the curve for naïve, STZ-DM, and SP50 mice were 22,355.6±723.9, 75,282±5,503.3, and 24,894±4,179.1 (mean±sd), respectively (Fig 1D). Significant differences were observed between naïve and STZ-DM (p<0.05) and between STZ-DM and SP50 (p<0.05) mice. These results demonstrated that glucose tolerance after receiving SP50 was comparable to that of naïve control mice.

### Early inflammatory reactions after receiving a marginal number of islets into the PV, beneath the KC, or into the SP

Next, we compared the severity of early inflammatory reactions after receiving a marginal number of islets into each transplant site. As displayed in Fig 1A, 200, 100, or 50 islets were transplanted into the PV, beneath the KC, or into the SP, respectively. Naïve untreated mice were used as a control. Six hours after transplantation, plasma samples were collected. Plasma monocyte chemotactic protein (MCP)-1 levels in naïve, PV, KC, and SP mice were 14.3±6.1, 77.0±40.2, 69.1±13.9, and 43.4±11.1 pg/mL (mean±sd, n = 7 each), respectively. Significant differences were observed between the PV and SP groups. However, there were no significant differences between the PV and KC or the KC and SP groups (Fig 2A). Plasma G-colony-stimulating factor (CSF) levels in naïve, PV, KC, and SP mice were 239.4±115.8, 7,862.6±1,023.4, 4,407.3±13.9, and 4970.7±1176.1 pg/mL (mean±sd, n = 7 each), respectively. Significant differences were observed between the PV and SP and the PV and KC groups, but there was no significant difference between the KC and SP groups (Fig 2B). Plasma HMGB1 levels in naïve, PV, KC, and SP mice were 15.6±9.0, 27.7±6.6, 12.0±1.1, and 12.4±1.2 ng/mL (mean±sd, n = 7 each), respectively. Significant differences were observed between the PV and SP and the PV and KC groups. However, there was no significant difference between the KC and SP groups (Fig 2C). Plasma IL-6, IP-10, eotaxin, M-CSF, IL-1β, TNF-α, RANTES, MIP-1β, GM-CSF, and IL-10 concentrations were elevated after transplantation into each site; however, there were no significant differences between the three groups (Table 1). IL-17, IFN-γ, IL-12p40, IL-12p70, VEGF, and TGF-β levels were not detected in plasma samples at this time point. Histological analysis demonstrated that Gr-1^+^ neutrophils infiltrated into the islet graft in the liver, kidney, and spleen, and F4/80^+^ macrophages were observed around the islet grafts in the spleen 6 hours after islet transplantation (Fig 2D).

**Fig 2:**
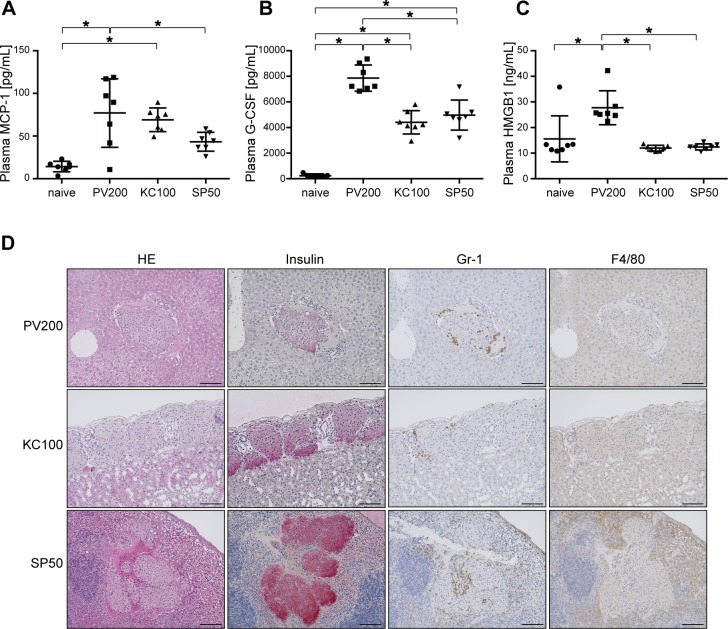
Early inflammatory reactions after receiving the marginal number of islets into the liver, beneath the kidney capsules, or into the spleen. **(A–C)** Plasma MCP-1, G-CSF, and HMGB1 levels were measured 6 hours after islet transplantation into the portal vein (PV), beneath the kidney capsule (KC), or into the spleen (SP) (n = 7). Untreated naïve mice were used as a control (n = 7). Values are means±SD. *p<0.05. **(D)** Photomicrographs of islet cells after transplantation in the PV, KC, or SP. Sections were stained with anti-Gr-1 or F4/80 followed by staining with Haematoxylin. Scale bars: 100 μm.

**Table 1:** Plasma cytokine (chemokine) levels.

Cytokines (pg/mL)	naïve (n = 7)	PV (n = 7)	KC (n = 7)	SP (n = 7)
IL-6	*not detected*	259.7±179.8	156.3±66.7	207.9±122.8
IP-10	87.2±18.2	160.9±37.2	114.7±12.1	162.1±78.7
Eotaxin	1345.1±430.0	4997.1±1188.6	2492.3±815.3	4025.7±1271.3
M-CSF	9.4±2.3	16.7±4.0	11.3±4.2	19.6±9.1
IL-1β	5.7±2.7	18.9±8.9	10.4±3.4	15.3±1.9
TNF-α	*not detected*	7.9±2.6	5.8±1.1	6.7±1.2
RANTES	15.1±2.9	19.9±2.5	20.9±2.2	18.1±5.6
MIP-1β	26.8±14.5	47.7±7.6	37.2±18.8	36.9±16.9
GM-CSF	7.1±2.1	31.0±14.0	21.5±6.5	27.3±9.7
IL-10	*not detected*	11.9±2.2	7.1±1.2	13.5±1.8

### Long-term effects of intra-splenic islet transplantation

As demonstrated in Fig 1A, following transplantation of 50 islets into the spleen, blood glucose levels gradually normalized. These results suggest that islet grafts in the spleen gradually increase. To confirm this hypothesis, we transplanted 25 islets into the spleen (SP25). This number was insufficient to ameliorate hyperglycemia in recipient mice (Fig 1A) and required transplantation of 100 islets beneath the kidney capsule (KC100) to temporarily normalize recipient blood glucose levels. All recipient mice (n = 11) became normoglycemic after receiving SP25 with KC100. We performed nephrectomies to remove the islet grafts from the kidney 240 days post-transplantation. After nephrectomy, 8 of 11 mice remained normoglycemic, while non-fasting blood glucose levels in the remaining three mice were elevated to approximately 300 mg/dL (Fig 3A). All recipient mice received a splenectomy to remove islet grafts from the spleen 290 days after transplantation (50 days after nephrectomy). All mice became hyperglycemic after splenectomy, indicating that intra-splenic islet grafts normalized blood glucose levels in diabetic recipient mice (Fig 3A). Insulin^+^ islets were observed in the spleen 290 days after transplantation (Fig 3B). These results suggested that islet grafts engrafted well and expanded in the spleen after transplantation, because 25 islets were insufficient to ameliorate hyperglycemia in diabetic recipient mice by intra-splenic islet transplant alone. To confirm this hypothesis, we next analyzed insulin content in the spleen. Immediately following transplantation (day 0) or 280 days post-transplantation of 50 islets into the spleen, the spleen was harvested and homogenized. Total insulin contents in the spleen on days 0 and 280 were 0.98±0.1 μg and 5.80±1.7 μg (mean±sd, n = 6 each), respectively (*p*<0.0001) (Fig 3C).

**Fig 3:**
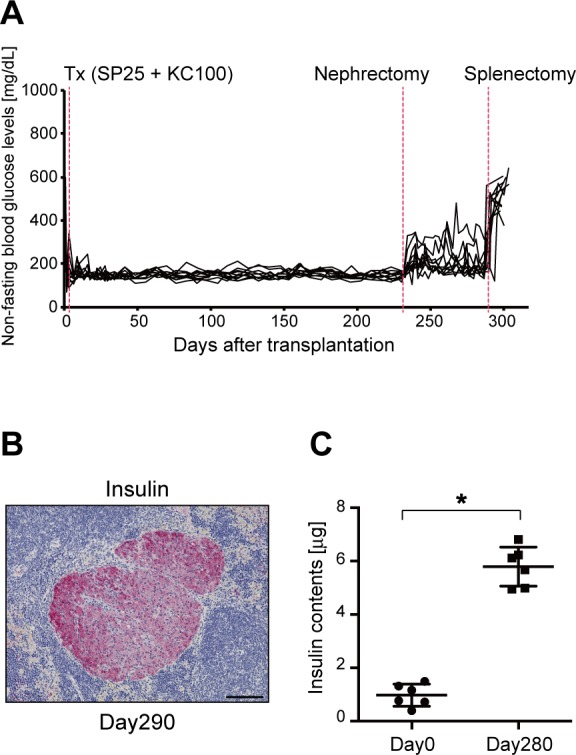
Long-term effects of intra-splenic islet transplantation. **(A)** Non-fasting blood glucose levels in STZ-induced diabetic mice (C57BL/6) transplanted with 25 syngeneic islets in the spleen (SP) and 100 syngeneic islets under the kidney capsule (KC). Individual lines represent glucose levels in each animal. **(B)** Photomicrographs of transplanted islet cells in the SP on day 290. Sections were stained with anti-insulin antibody followed by hematoxylin. Scale bars: 100 μm. **(C)** Insulin content was measured after islet transplantation on days 0 (n = 6) and 280 (n = 6). Values are means±SD. *p<0.0001.

### Gene expression analysis

To investigate changes in gene expression associated with islet engraftment in the spleen, microarray studies were performed. 

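RNA from islet graft-bearing spleens was analyzed on 3 arrays, with 1 array for each condition. Sample 1 was spleen RNA from day 0, immediately after 25 islets were placed in the spleen and 100 beneath the kidney capsule. Sample 2 was from day 2. Sample 3 was from day 139, after the kidney carrying the capsular graft had been removed on day 100. The paper gives this SP25+KC100 treatment for all 3 samples, while the deposited sample labels name the capsular graft in the characteristics of Sample 3 alone; the paper's description is used here. There are no replicates, so differences between samples are described for these arrays and no test of the conditions was possible.
All 3 arrays were on 1 slide of the one-color SurePrint G3 Mouse 8x60K design, in which Cy3-labeled cRNA is hybridized to probes of 60 bases. Each array held 62976 spots, of which 59305 were not controls. The scanner files were written by version 10 of Feature Extraction, whereas the paper names version 9.5.1.1. The software subtracted the background and corrected spatial trends within each array, and its processed signals were the starting point here. Spots it marked as outliers were left out, the spots of each probe were averaged, and the 55679 probes were quantile normalized across the 3 samples, the normalization the paper names. Quantile normalization gives every array the same distribution of signals, so a difference in total mRNA between samples would not be seen.
Probes well above background numbered 30291 in Sample 1, 29982 in Sample 2 and 28088 in Sample 3, and 32108 were well above background in at least 1 sample. No spot of a gene probe was saturated. Probes present as several spots on the same array had a median coefficient of variation of 5.01% in Sample 1, 6.41% in Sample 2 and 4.30% in Sample 3. This spread covers the spots within an array only, and neither the labeling nor differences between mice. For probes with 10 spots and a signal from 15 to 80, the median SD of the log2 signal was 0.20 in Sample 1, 0.21 in Sample 2 and 0.18 in Sample 3, against 0.05, 0.06 and 0.05 at signals of 500 and above, so ratios of dim probes are less precise. The 7 brighter spike-in controls that were well above background on every array had a median signal in Sample 3 of 66.6% of that in Sample 1, before normalization. The median coefficient of variation of the spike-in spots was 5.14%, 10.97% and 2.79% in Samples 1, 2 and 3. In Sample 2 it lay outside the range the scanner software accepts. The slope of the line fitted to the spike-in signals was 0.92, 0.93 and 1.00, so 1 scaling factor per array need not hold at every signal.
A ratio below is the normalized signal in Sample 3 divided by that in Sample 1 or Sample 2. The paper's text gives no formula for the Z-score. It was computed here as the log2 ratio divided by the SD of the log2 ratios of the 1000 probes nearest in mean signal, over the probes well above background in at least 1 sample. It therefore compares a probe with other probes of like signal and not with replicate mice.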

Tlx1 (Hox11)-related genes, including *Rrm2b* (NM_199476), *Pla2g2d* (NM_011109), *Spib* (NM_019866), *Cd19* (NM_009844), and *Fcrla* (NM_145141), were significantly up-regulated following islet engraftment in the spleen (*Z*-score ≥ 2.0 and ratio ≥ 1.5) (Fig 4A). 

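Rrm2b, Pla2g2d, Spib and Fcrla each had a higher normalized signal in Sample 3 than in Samples 1 and 2, and each ratio was at least 1.5. Probe positions are those of the array annotation on the mm9 build. Fcrla (chromosome 1, 172848103 to 172848162) had signals of 1085, 1070 and 2943 in Samples 1, 2 and 3. Its ratio was 2.71 over Sample 1, with a Z-score of 2.63, and 2.75 over Sample 2, with a Z-score of 2.49. Spib (chromosome 7, 51781392 to 51781451) rose from 4032 and 3619 to 8280, and its ratios of 2.05 and 2.29 had Z-scores of 1.84 and 2.06. For Fcrla and Spib the scanner software's own error estimate corresponded to 0.20 on the log2 ratio, which is smaller than each of the log2 differences between Sample 3 and the earlier samples. Samples 1 and 2 differed by at most 0.16 on the log2 scale for these genes, within that error.

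**Figure D1:**
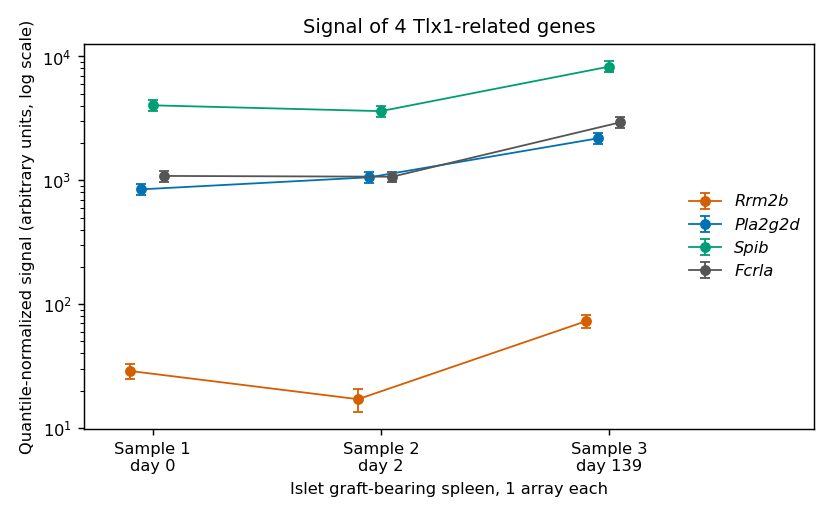
Quantile-normalized signal (arbitrary units, log scale) of the 4 genes in Sample 1 (day 0), Sample 2 (day 2) and Sample 3 (day 139). Points are single arrays, bars are the scanner software's error estimate for the spot, and lines join the samples. Spib is the brightest in each sample and Rrm2b the dimmest, with its Sample 3 signal at 73.0.

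By the probes used here, 2 of the 4 genes (Pla2g2d and Fcrla) passed both the ratio and the Z-score criterion over Sample 1, and 3 (all but Pla2g2d) passed over Sample 2. Fcrla passed in both comparisons. The spread chosen for the Z-score moved these calls most. With a scaled median absolute deviation in place of the SD, all 4 genes passed in both comparisons, and with 1 SD over all probes, 0 passed over Sample 1 and 1 over Sample 2. The paper states from ratios and Z-scores of this kind that the Tlx1-related genes were up-regulated following islet engraftment, and in its discussion it proposes that Rrm2b and Pla2g2d might contribute to the engraftment and expansion of the islets.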

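The gene Rrm2b, which encodes a small subunit of ribonucleotide reductase, was read by the probe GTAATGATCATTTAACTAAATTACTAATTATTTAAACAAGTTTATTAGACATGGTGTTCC on chromosome 15 of mm9 (37853821 to 37853880, minus strand), of which 23.3% of the bases are G or C. The probe was dim. Before normalization its background-subtracted signal was 31.1 ± 4.47 in Sample 1, 17.6 ± 3.67 in Sample 2 and 65.6 ± 7.64 in Sample 3, where the errors are those estimated by the scanner software. The mean brightness of the spot was 105, 94.5 and 136, over a local background of 61, 58 and 61. It was well above background in all 3 samples, and the lowest normalized signal of any such probe was 12.9 in Sample 1, 14.0 in Sample 2 and 18.2 in Sample 3. The normalized signals of 28.9, 17.1 and 73.0 gave a ratio of 2.53 over Sample 1, with a Z-score of 1.46, and of 4.27 over Sample 2, with a Z-score of 2.56. The errors of the spots corresponded to 0.27 and 0.34 on the log2 ratios of 1.34 and 2.09, but probes of like signal differed between Samples 3 and 1 with an SD of 0.92. With a normexp background correction, which adds a constant to dim signals, the ratios were 1.42 and 1.57, the largest change under any alternative. A second probe of Rrm2b (37855630 to 37855689) was not well above background in any sample, and no ratio is given for it.
Pla2g2d, which encodes a secreted phospholipase A2, had 2 probes with the same accession on chromosome 4. The brighter probe (138337867 to 138337926) had normalized signals of 846, 1058 and 2181. Its ratio was 2.58 over Sample 1, with a Z-score of 2.44, and 2.06 over Sample 2, with a Z-score of 1.63. The other probe (138336981 to 138337040) had signals of 713, 631 and 1952, with ratios of 2.74 and 3.09 and Z-scores of 2.64 and 2.92. The probes differed mainly in Sample 2, where the signal lay above that of Sample 1 by the brighter probe and below it by the other.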

Next, we investigated the expression of Rrm2b (Sample 1 vs. Sample 3, ratio = 2.526; Sample 2 vs. Sample 3, ratio = 4.272) and Pla2g2d (Sample 1 vs. Sample 3, ratio = 2.735; Sample 2 vs. Sample 3, ratio = 3.089), which were the two most up-regulated Tlx1 (Hox11)-related genes, by immunofluorescent staining. Rrm2b^+^ cells were observed around the islet grafts in the spleen after islet transplantation on days 0, 154, and 290 (Fig 4B). Furthermore, we observed that only a small fraction of cells expressed both Rrm2b and insulin, while the majority of cells expressed insulin and not Rrm2b. Similarly, Pla2g2d staining was also observed around the islet grafts in the spleen (Fig 4C), but insulin and Pla2g2d double positive cells were not detected on day 290.

**Fig 4:**
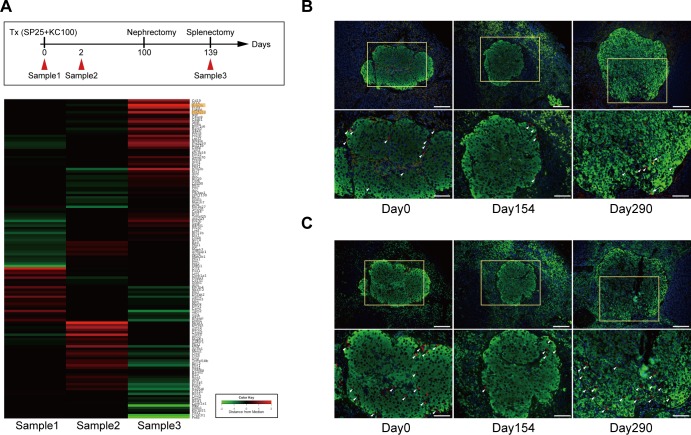
Tlx1-related gene expression analysis. **(A)** Tlx1 (Hox11)-related gene expression levels were significantly altered. A hierarchical clustering image reveals differences between Samples 1, 2, and 3. **(B)** Photomicrographs of transplanted islet cells in the spleen on days 0, 154, and 290. Sections were stained with anti-insulin antibody (green) and anti-Rrm2b antibody (red). Scale bars: 100 μm. The yellow boxed regions in the second column were enlarged, and the scale bars are 200 μm. **(C)** Photomicrographs of transplanted islet cells in the spleen on days 0, 154, and 290. Sections were stained with anti-insulin antibody (green) and anti-Pla2g2d antibody (red). Scale bars: 100 μm. The yellow boxed regions in the second column were enlarged, and the scale bars are 200 μm.

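Over the whole array, 808 of the 32108 probes passed the criteria as up-regulated and 709 as down-regulated in Sample 3 over Sample 1, and 767 and 569 in Sample 3 over Sample 2. Of the probes up-regulated over Sample 1, 60.1% were also up-regulated over Sample 2. Both comparisons share the Sample 3 array, and in simulated arrays without any change this share was 18.7%. Of the down-regulated probes, 35.5% were shared, against 18.9% in the simulated arrays. The simulated arrays all had the same noise, set from the spread between Samples 1 and 2. The measured log2 ratios had an SD of 0.67 in Sample 2 over Sample 1. In Sample 3 over Samples 1 and 2 it was 0.84 and 0.80. A noisier Sample 3 array alone would also raise the shares, so they cannot separate such noise from a change. A Z-score taken from the spread of the array itself calls a share of the probes by construction. Between Samples 1 and 2, taken 2 days apart, 613 probes were higher and 819 lower in Sample 2. With spike-in scaling in place of quantile normalization, the counts for Sample 3 over Sample 1 became 1498 up-regulated and 388 down-regulated.

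**Figure D2:**
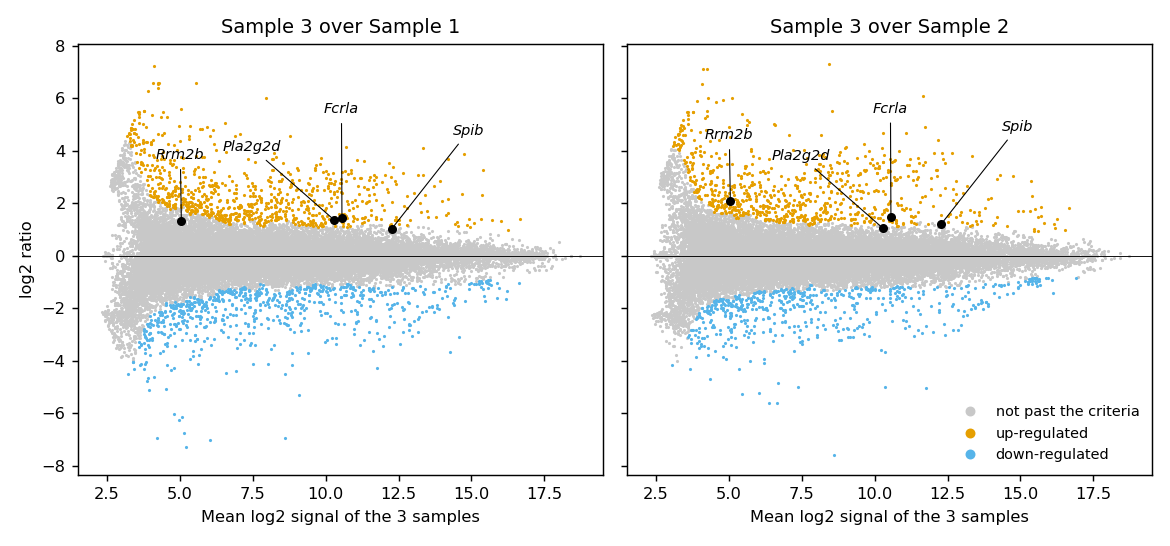
The log2 ratio of each probe well above background in at least 1 sample, Sample 3 over Sample 1 (left) and over Sample 2 (right), against its mean log2 signal in the 3 samples. Orange and blue points passed the criteria, gray points did not, and black points are the probes of Rrm2b, Pla2g2d, Spib and Fcrla, which lie near the inner edge of the up-regulated probes.

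The probe of Tlx1 itself (chromosome 19, 45231061 to 45231120 on mm9) was well above background in all 3 samples, with normalized signals of 520, 464 and 390. Its ratios were 0.75 over Sample 1 and 0.839 over Sample 2, with Z-scores of -0.65 and -0.39, and under spike-in scaling they were 0.985 and 1.11. Nkx2-5 (chromosome 17, 26975621 to 26975680), the other gene by which the paper describes the splenic stem cells, had signals of 488, 946 and 415. Its ratio was 0.439 over Sample 2, with a Z-score of -1.98, and 0.851 over Sample 1, which became 1.11 under spike-in scaling. In Sample 2 over Sample 1 its ratio was 1.94, with a Z-score of 2.09. It no longer passed there with a normexp correction (Z-score 1.91) or with 1 SD over all probes (1.43). The alternatives were applied to Tlx1 and Nkx2-5 after seeing the data. Nkx2-5 passed as down-regulated over Sample 2 under 75th percentile scaling (Z-score -2.02), a window of 250 probes (-2.11) and a median absolute deviation (-2.98), and its Z-score there was -1.33 under spike-in scaling.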

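On the scale of the heat map, the log2 distance of a probe from its median over the 3 samples, Sample 3 lay above the median for each of the 4 genes, by 1.04 for Spib and the brighter probe of Pla2g2d, 1.34 for Rrm2b and 1.44 for Fcrla. By the other probe of Pla2g2d, taken up after seeing the data, the distance was 1.45. The lowest value was -0.76, for Rrm2b in Sample 2. With the brighter probe of Pla2g2d, the root mean square difference over the 4 genes was 0.42 between Samples 1 and 2, 1.30 between Samples 1 and 3 and 1.50 between Samples 2 and 3. The paper named these genes as up-regulated from these same arrays, so Samples 1 and 2 being closest over them was largely fixed by that choice. Over all 32108 probes the root mean square difference was 0.67, 0.84 and 0.80. Samples 1 and 2 were also the closest by this wider measure, with a smaller gap to the others. Across these probes, which are not independent replicates, the Pearson correlation of log2 signals was 0.977 between Samples 1 and 2, 0.964 between Samples 1 and 3 and 0.967 between Samples 2 and 3.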

## Discussion

In the present study, we demonstrated that the spleen is an ideal transplantation site for reducing the number of islets required to ameliorate hyperglycemia in STZ-induced diabetic mice. These results suggest that the spleen is a candidate alternative islet transplantation site.

First, we analyzed the marginal number of islets required to ameliorate hyperglycemia in STZ-induced diabetic recipient mice at three different transplant sites, the PV, KC, and SP. As displayed in Fig 1A, 200, 100, and 50 islets were the marginal numbers required to mitigate hyperglycemia by syngeneic islet transplantation into the PV, under the KC, or into the SP, respectively. The marginal number for the SP was half that for the KC and less than half that for the PV. Furthermore, we demonstrated that glucose tolerance in the SP50 cohort was similar to that of untreated healthy mice. These findings demonstrated that the number of islets required to improve hyperglycemia in STZ-induced diabetic mice was reduced when islets were transplanted into the spleen. Previously, many studies have reported either positive or negative outcomes of islet transplantation into the spleen. In most studies reporting negative outcomes, islets were transplanted into vessels in the spleen [37–39]. These reports did not detect positive results when compared with islets that were transplanted into the portal vein. Vessels in the spleen are connected to the portal vein, and, thus, the islet graft environment is similar between the portal vein and vessels in the spleen. In the present study, islets were transplanted into the splenic pulp by direct puncture of the spleen surface. Thus, the mechanisms of engraftment differ from those in the vessels. Furthermore, Gray *et al*. reported that autologous islet transplantation into the spleen after total pancreatectomy was superior to the KC in a non-human primate model [40]. Thus, the spleen is a putative alternative islet transplantation site.

Next, we analyzed the inflammatory responses after receiving a marginal number of islets into the PV, under the KC, or into the SP. Previously, we reported that inflammatory cytokines, including MCP-1, G-CSF, and HMGB1, were increased in plasma after intra-portal islet transplantation in mice as well as humans [6, 19, 41]. Furthermore, plasma HMGB1 levels inversely correlated with transplant outcomes in clinical islet autologous transplantation [6]. These previous studies demonstrated that plasma HMGB1 negatively affects transplanted islets because of HMGB1-mediated inflammatory reactions [6, 19, 41]. In the present study, plasma HMGB1 levels were significantly lower in the SP group compared with those of the PV group after receiving the marginal number of islets at each transplant site. Furthermore, MCP-1 and G-CSF levels were also significantly lower in the SP group compared with those of the PV group after receiving the marginal number of islets at each transplant site. However, the degree of the inflammatory response was similar between the SP and KC groups. Piemonti *et al*. reported that MCP-1 is an important inflammatory cytokine following islet transplantation in mice as well as humans [42, 43]. Thus, inflammatory reactions should be maintained as low as possible. Our previous study demonstrated that neutrophils and macrophages were major players in early islet graft loss in mice [19]. In the present study, histological analyses demonstrated that Gr-1^+^ neutrophils infiltrated into the islet graft in the liver, kidney, and spleen, and F4/80^+^ macrophages were observed around the islet grafts in the spleen 6 hours after islet transplantation (Fig 2D). There were no notable differences in neutrophil or macrophage infiltration of the islet grafts between the three sites. Taken together, these results demonstrated that intra-spleen and under the kidney capsule were more preferable islet transplant sites than intra-portal vein in terms of early inflammatory reactions. This is one of the biggest advantages and the strongest evidence for switching the islet transplant site from the PV to the spleen.

Additionally, we analyzed blood glucose levels in diabetic recipient mice following islet transplantation into the spleen. As displayed in Fig 1A, all diabetic recipient mice became normoglycemic immediately after receiving 200 or 100 islets into the spleen. Furthermore, all diabetic recipient mice gradually became normoglycemic following transplantation of 50 islets into the spleen. This phenomenon suggested that intra-splenic islet grafts gradually increased following transplantation of a marginal number of islets into the spleen. To confirm this hypothesis, we transplanted 25 islets into the spleen (SP25). This was an insufficient number to ameliorate hyperglycemia in recipient mice (Fig 1A) and required transplantation of 100 islets beneath the kidney capsule (KC100) to temporarily normalize recipient blood glucose levels. All diabetic recipient mice that received SP25+KC100 became normoglycemic, and 8 of 11 mice remained normoglycemic following nephrectomy to remove the islet grafts from the kidney (Fig 3A). These results suggest that islet grafts in the spleen expanded, because SP25 alone was insufficient to improve hyperglycemia in diabetic recipient mice. Thus, we measured the insulin content in the spleen immediately following and 280 days after receiving 50 islets into the spleen. Insulin content was significantly increased on day 280 compared with that on day 0 (Fig 3C), indicating that intra-splenic islet grafts had expanded. To identify the genes contributing to islet graft expansion in the spleen, we performed a gene expression analysis, which identified significant changes in Tlx1 (Hox11)-related genes. Rrm2b was expressed to the same extent as Pla2g2d around the transplanted islets in the spleen on days 0, 154, and 290 (Fig 4B and 4C). On day 290, only a small fraction of cells expressed both insulin and Rrm2b, suggesting that Rrm2b might activate the cell cycle and growth of insulin-producing cells. The *Rrm2b* gene encodes the small subunit of p53-inducible ribonucleotide reductase, which is directly involved in the p53 checkpoint for damaged DNA repair [44]. Kimura *et al*. generated a strain of mice lacking *Rrm2b* [45]. These mice developed normally until weaning, at which time, they displayed growth retardation. Although *Rrm2* knockout mice also displayed multiple organ failure, the status of the pancreas was not indicated in this report. Thus, it is unclear whether islet function was normal. In the present study, we observed that only a small fraction of cells expressed both Rrm2b and insulin, while the majority of cells expressed insulin but not Rrm2b. This suggests that Rrm2b may be partially involved in the expansion of insulin^+^ β-cells after islet transplantation in a time-dependent manner. Pla2g2d is a lipolytic enzyme that is implicated in the promotion of inflammation by mobilizing lipid mediators. Additionally, secreted Pla2g2d is preferentially expressed in CD11c^+^ dendritic cells and macrophages and displays a pro-resolving function [46]. Moreover, Pla2g2d is produced by regulatory T cells as an effector molecule [47]. We could not determine which transplanted islet cells expressed Pla2g2d. However, it is likely that Pla2g2d expression inhibited inflammation after islet transplantation and led to islet expansion in the spleen. Furthermore, it is possible that those cells were derived from not only the donor but also the recipient. These results suggest that Rrm2b and Pla2g2d expression might contribute to the expansion and engraftment of the transplanted islets. Fiorina *et al*. reported that donor and recipient dendritic cells contributed to the survival of transplanted islet allografts [48]. Thus, we will examine syngeneic as well as allogeneic islet transplantation in the spleen using *Rrm2b* or *Pla2g2d* knockout mice in future studies.

In conclusion, the spleen is a superior transplantation site to reduce the number of islets required to ameliorate hyperglycemia in STZ-induced diabetic mice because of reduced inflammation and improved islet graft expansion. These results suggest that the spleen is an ideal candidate for an alternative islet transplantation site.

## Abbreviations

CSF: colony-stimulating factor
HMGB1: high mobility group box 1
IPGTT: intraperitoneal glucose tolerance test
KC: kidney capsule
MCP-1: monocyte chemotactic protein-1
NOD: non-obese diabetic
Pla2g2d: phospholipase A2, group IID
PV: portal vein
Rrm2b: ribonucleotide reductase M2 B
SD: standard deviation
SP: spleen
SP25: transplantation of 25 islets into the spleen
SP50: transplantation of 50 islets into the spleen
STZ: streptozotocin
STZ-DM: STZ-induced diabetic mice
Tlx1: T cell leukemia homeobox 1
vWF: von Willebrand factor

How the deposited data were processed for this re-analysis (not part of the article)

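Spleens bearing islet grafts were measured on day 0 (Sample 1), day 2 (Sample 2) and day 139 (Sample 3) after transplantation, on 1 array each. The number of mice behind each array is not given in the paper's text or the sample labels. The labels and the paper name different RNA purification and labeling kits, which was not settled here.

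The authors deposited the scanner output of each array. It holds the intensity of every spot on a linear scale, before any normalization between arrays, with flags for spots that are well above background, saturated or outliers. Feature Extraction version 10.7.1.1 had subtracted the background and corrected spatial trends. The authors also deposited 1 table of processed intensity values per probe. Its columns share a common distribution, as quantile normalization gives, and it was used as an alternative.

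Control spots and outlier-flagged spots were left out, replicate spots were averaged, and the 55679 probes were quantile normalized over the 3 arrays, given a floor of 1 and taken to log2. A probe counted as detected when it was well above background on at least 1 array, which left 32108 probes. Well above background were 54.4% of the probes in Sample 1, 53.8% in Sample 2 and 50.4% in Sample 3. With 3 arrays, their number limits the precision. Up-regulated probes had a Z-score of at least 2 and a ratio of at least 1.5, and down-regulated probes a Z-score of at most -2 and a ratio of at most 0.66. No p-value was computed. Where a probe is not well above background on 1 of the arrays compared, its change is given as a bound, against the higher of its own signal there and the lowest signal among probes well above background on that array.

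For Rrm2b, Pla2g2d, Spib and Fcrla, the probe with the accession in the paper was used, the brightest where there were several. Lists of marker genes for B cells, T cells, plasma cells, erythroid cells, neutrophils, macrophages, dendritic cells, beta cells, other islet endocrine cells, exocrine pancreas and spleen mesenchyme, and lists of p53 targets, cell cycle genes and acute inflammation genes, were written from general knowledge. Each list took the brightest detected probe of each gene. Its median log2 ratio was placed among the medians of 10000 random lists of the same size matched on mean signal in 20 bins, and a median below the 2.5th or above the 97.5th percentile is called outside the random range. This describes these arrays and is no test of the conditions. Gene names were those of the array; 22290 of its 34797 names were found among the symbols and synonyms of a RefSeq table of GRCm38.p6, which was used for names only.

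The genes named are these 4 genes of the paper, Tlx1 and Nkx2-5, islet hormone genes with Pdx1, genes of the sex chromosomes, the 5 largest and 5 smallest ratios of each comparison among probes past the criteria and well above background on both arrays, the 5 genes most raised in Sample 3 over both other samples, and the members of a list with the largest change. This rule, the processing, the lists and the alternatives were chosen before the data were examined, apart from those the text marks as chosen later. One further gene that the paper names is not reported here.

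The alternatives were a normexp background correction with an offset of 50 (limma 3.58.1 in R 4.3.3), scaling to the 75th percentile or to the spike-in controls, the authors' deposited values, a floor at the lowest signal well above background, detection on all 3 arrays, no detection filter, outlier-flagged spots kept, a Z-score window of 250 probes, 1 SD over all probes, a scaled median absolute deviation, a local mean subtracted, a ratio limit of 2 or 0.5, and the median over the detected probes of a gene. The other calculations used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.

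The calls were tested on simulated data with 200 of 32108 probes changed 4-fold and a noise SD of 0.3 on the log2 scale. For Sample 3 over Sample 1, 197 of the changed probes were recovered and 0 were called in the wrong direction. Of the unchanged probes 3.37% were called, since the threshold lies at a fixed place in the spread of the array. The measured log2 ratios of Sample 3 over Sample 1 had an SD of 0.84, so this recovery is no estimate for the real arrays. The staining, insulin content and blood glucose experiments have no array and were not analysed here.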

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

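The tests against handling, neutrophils, a smaller erythroid share and exocrine cells by a second gene list were chosen after the results were seen. The paper analyzed its Tlx1-related genes in Sample 3 against Samples 1 and 2, so other genes, and Sample 2 against Sample 1, are signals it does not report. Of 42 list medians, 27 lay outside the random range, where 5% would by chance. A random range describes genes drawn one by one, and genes of 1 cell type move together. With 1 array per condition, each difference can be that of a single RNA sample or array.

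Lymphocyte transcripts were higher in Sample 3. The B cell list, which leaves out Spib and Fcrla, had a median log2 ratio of 1.00 over Sample 1 and 1.00 over Sample 2, at the 100th percentile in both, and all 22 of its genes were higher. Its median in Sample 2 over Sample 1 was 0.00. The T cell list had a median of 0.78 over Sample 1 and 0.51 over Sample 2, with 19 of 20 genes higher each time, and the plasma cell list medians of 1.26 (11 of 12 genes higher) and 1.19 (12 of 12). Blk had the largest change among the B cell genes (1.94 over Sample 1), Cd247 among the T cell genes (1.60 over Sample 1) and Tnfrsf17 among the plasma cell genes (2.78 over Sample 1). A test fixed in advance asked whether a larger share of B cells accounts for Spib and Fcrla. The median of these genes over Sample 1 was 1.24, and that of the other B cell markers of 1.00 is consistent with a larger B cell share. More RNA per B cell would give the same values. A smaller erythroid share alone would raise the markers of every other cell type alike, but the B cell median exceeded the macrophage median by 1.14 over Sample 1, with quartiles of 0.77 to 1.14 for B cells and -0.63 to 0.15 for macrophages. Day after transplantation, time since the streptozotocin injection, age, blood glucose and the nephrectomy differ between the samples too and stay open, untested.

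Erythroid and cell cycle transcripts were lower in Sample 3. The erythroid list had a median of -0.57 over Sample 1 and -0.45 over Sample 2, and the cell cycle list medians of -0.64 (22 of 22 genes lower) and -0.77 (21 of 22). Spike-in scaling raises the median log2 ratio of all detected probes over Sample 1 from -0.02 to 0.35. With this scaling the erythroid and cell cycle medians were -0.12 and -0.24 over Sample 1, and -0.05 and -0.40 over Sample 2. How far these transcripts fell thus depends on the scaling, while they stayed low relative to other transcripts, which a common factor cannot change. Hba-a1 had the same normalized signal on all 3 arrays, so quantile normalization can hide changes at the top of the signal range. The largest changes among the erythroid genes were of Trim58 over Sample 1 (1.15, against the direction of the list) and Gata1 over Sample 2 (-1.21), and among the cell cycle genes of Mki67 over Sample 1 (-0.98) and Tk1 over Sample 2 (-1.14). The erythroid median of -0.57 is consistent with fewer dividing erythroid cells behind the lower cell cycle transcripts in Sample 3. In Sample 2 over Sample 1 the cell cycle median was 0.22 (16 of 22 genes higher) and the erythroid median -0.13, over genes that went both ways (9 higher, 11 lower). The erythroid value there fell within the random range under a normexp correction (-0.08) and with all probes of each gene, and the cell cycle value did so under a normexp correction (0.14) and with detection on all arrays. The T cell list was also higher in Sample 2 than in Sample 1 (0.31, 18 of 20 genes).

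Islet transcripts were highest on day 2. In Sample 2 over Sample 1 the beta cell list had a median of 1.42, with 13 of 14 genes higher, and the other islet endocrine list a median of 2.04, with 10 of 11 higher. Over Sample 2, Sample 3 was lower by both, with medians of -1.88 and -3.07. The sizes depended on dim probes. The beta cell median in Sample 2 over Sample 1 was 0.45 with detection on all arrays, 0.53 with a normexp correction and 0.68 without a detection filter, and the other islet endocrine median over Sample 2 was -0.83 without that filter, each still outside the random range. Among genes well above background in Samples 1 and 2, Pcsk1 (3.09) and Chgb (3.48) had the largest changes of these lists in Sample 2 over Sample 1. Ttr was not well above background in Sample 1 and rose at least 39.4-fold. Each mouse received 25 islets in the spleen, and how much of each spleen and how many islets entered the RNA is not given in the paper's text. Exocrine tissue carried along was tested by a prediction fixed in advance. Exocrine genes would be highest where the islet genes are, but they were higher in Sample 3 than in Sample 2, with a median of 1.04. With detection on all arrays the median was 0.31, within the random range, so the size of this difference rests on dim probes. In Sample 2, where the islet transcripts were highest, Prss2, Cpa1, Cpb1 and Pnlip were not well above background, which argues against carry-over as the source of the islet signal. The islet hormones rose unequally in Sample 2 over Sample 1, by 1.36-fold for Ins1, 1.37 for Ins2, 2.94 for Gcg, 4.21 for Sst and 5.12 for Iapp. One factor for all islet RNA would raise them alike, but with 1 array per condition the scatter between mice is not known. The number of islets captured in the RNA and a change in expression per islet thus remain open.

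Exocrine pancreas transcripts were highest in Sample 3, with a median of 1.61 over Sample 1 (13 of 16 genes higher). The levels were low. Amy2a5 reached a signal of 404 in Sample 3, from 21.3 and 43.4, and Prss2, Cpa1, Cpb1 and Pnlip reached levels well above background in Sample 3 alone, with signals of 47.7, 63.6, 60.1 and 29.0. With dim values raised to the lowest signal well above background, the list median was 1.16, and it was 0.71 with detection on all arrays and 0.57 with a normexp correction. The median in Sample 2 over Sample 1 was 0.37, which became 0.12 under that floor and 0.17 with detection on all arrays, both within the random range. Of a second list of 18 exocrine genes, 8 were measured. Their medians of 0.11 over Sample 1 and -0.05 over Sample 2 lay within the random range and did not show the rise of the first list, but they came from genes that went both ways (4 higher, 4 lower each time), so this test decides nothing. Pancreatic tissue taken with the spleen, acinar cells among the transplanted islets and a change in splenic cells cannot be told apart, because no array of a spleen without islets was analysed here.

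Acute inflammation transcripts were highest on day 0. The median in Sample 2 over Sample 1 was -1.02, with 15 of 19 genes lower, and in Sample 3 over Sample 1 it was -1.64. Il6 fell from a signal of 841 on day 0 to 50.9 on day 2 and 40.4 on day 139, while Saa3 was 7835, 13382 and 403. Immediate early genes, which respond within minutes to handling, had a median of -0.49 in Sample 2 over Sample 1, with 12 of 14 lower, which is consistent with a response to surgery or handling in Sample 1. It does not separate handling from the transplantation itself, from untreated diabetes on day 0 or from the streptozotocin injection in the days before. The neutrophil list had a median of -0.27 in Sample 2 over Sample 1, with 9 of 18 genes lower. The changes were unequal in size, from -4.44 for Mmp8 to 0.67 for Prtn3, the largest rise. A larger neutrophil share in Sample 1 was tested with 6 abundant neutrophil genes. Their median was -0.75, but S100a8 and S100a9 were lower in Sample 2 while Camp and Ltf were higher, so a change in neutrophil number and one in neutrophil state cannot be told apart.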

How the results depend on the processing

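The other probe of Pla2g2d was chosen after seeing the data. So were the alternatives for Tlx1, Nkx2-5, the islet hormones, the remaining lists of those fixed in advance, and Sample 2 over Sample 1. For the second exocrine, mesothelial and immediate early lists, spike-in scaling was the only alternative computed. No paired analysis was possible because each condition has 1 array. No ratio of the 4 genes changed direction under any of 106 combinations of gene, comparison and alternative, and 92 kept their side of the criteria. Fcrla ranged from 2.59 to 3.57 over Sample 1, Pla2g2d from 1.97 to 3.09 over Sample 2 and Rrm2b from 1.57 to 5.71 over Sample 2. In the sentences that follow, Z-scores are in parentheses.

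With 1 SD over all probes, Pla2g2d (2.58, Z 1.63) and Fcrla (2.71, Z 1.72) over Sample 1 and Spib (2.29, Z 1.49) and Fcrla (2.75, Z 1.83) over Sample 2 no longer passed, because bright probes vary less than that SD. With a median absolute deviation, which is less widened by changed probes, Rrm2b (2.53, Z 2.12) and Spib (2.05, Z 2.84) over Sample 1 and Pla2g2d over Sample 2 (2.06, Z 2.72) passed. With detection on all arrays, Rrm2b passed over Sample 1 (2.53, Z 2.15). A window of 250 probes and a subtracted local mean changed no call of the 4 genes. With 75th percentile scaling, Spib (2.18, Z 1.93) did not pass over Sample 2. With a normexp correction, Spib (2.28, Z 2.04) passed over Sample 1. With spike-in scaling, Spib (2.65, Z 2.52) over Sample 1 and Pla2g2d over Sample 2 (2.71, Z 2.25) passed. Pla2g2d also passed over Sample 2 by the median of its probes (2.52, Z 2.23) and by its other probe (3.09, Z 2.92). For Rrm2b the other probe was not well above background, so the median of its probes is the single probe. Apart from the construction of the spread, the cause was not tested.

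Counts of probes depended on the spread and the scaling. With a median absolute deviation they were 1699 up and 1738 down in Sample 3 over Sample 1, 1484 and 1518 over Sample 2, and 1349 and 1564 in Sample 2 over Sample 1. Spike-in scaling gave 1498 and 388 over Sample 1, so that 79.4% were up where the main setting gave 53.3%, and 1501 and 289 over Sample 2 (83.9%, against 57.4%). The higher floor gave 1238 up (67.0%) over Sample 1 and 1162 up (70.7%) over Sample 2. Without a detection filter, 860 were down in Sample 3 over Sample 2, and 985 were up and 1276 down in Sample 2 over Sample 1, with more probes tested. The cause of the other changes was not tested.

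The B cell median stayed between 0.95 and 1.37 over Sample 1 and between 0.91 and 1.32 over Sample 2, outside the random range under all 9 alternatives, of which spike-in scaling cannot give another percentile than 75th percentile scaling. The p53 target median stayed within it, and changed sign over Sample 1 with a normexp correction (0.050) and spike-in scaling (0.29) and over Sample 2 with spike-in scaling (0.31). Spike-in scaling also reversed the macrophage (0.11) and spleen mesenchyme (0.085) medians over Sample 2, by about the shift it gives all probes. Dim signals limit Rrm2b most, since its Sample 2 signal of 17.1 lies near the lowest detected signal of 14.0.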

Differences from the paper's values

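The ratios of Rrm2b were the same as the paper's to 3 digits. The paper's ratios for Pla2g2d, 2.735 over Sample 1 and 3.089 over Sample 2, stand against 2.58 and 2.06 here by the brighter probe, within 1.5 times of each other. The other probe of Pla2g2d gave 2.74 and 3.09, which are the paper's values to 3 digits; this alternative was chosen after seeing the values. Of the alternatives set before the data were examined, a normexp correction took Rrm2b to 1.42 and 1.57 and Pla2g2d over Sample 2 to 1.97, and 75th percentile scaling took Pla2g2d over Sample 2 to 2.03, each more than 1.5 times from the paper's value.

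The paper states that its genes passed the Z-score and ratio criteria and does not say in which comparison. Here Rrm2b, Pla2g2d, Spib and Fcrla all passed in at least 1 comparison, 2 over Sample 1 and 3 over Sample 2, and Fcrla passed in both. Rrm2b over Sample 1 had a Z-score of 1.46 and Spib 1.84, and Pla2g2d over Sample 2 had 1.63. All 4 passed in both comparisons with a median absolute deviation as the spread. Spike-in scaling brought Spib and Pla2g2d past the criteria in both comparisons, a normexp correction Spib, detection on all arrays Rrm2b, and the median of its probes Pla2g2d, as did the other probe of Pla2g2d, which was chosen after seeing the values.

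The paper ranks Rrm2b and Pla2g2d as the most up-regulated of its Tlx1-related genes. Over Sample 1, the largest ratio of the 4 was that of Fcrla, 2.71, ahead of Pla2g2d (2.58) and Rrm2b (2.53). With the other probe of Pla2g2d (2.74), chosen after seeing the values, that gene came first and Rrm2b stayed behind Fcrla. Over Sample 2, Rrm2b (4.27) was first and Pla2g2d (2.06) last, and with the other probe (3.09) Pla2g2d was second. With a normexp correction, Rrm2b had the smallest ratio of the 4 in both comparisons, and over Sample 2 the order was Fcrla (2.68), Spib (2.45), Pla2g2d (1.97) and Rrm2b (1.57). Rrm2b was the dimmest of the 4, so the constant added by that correction lowers its ratio most.

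The files name version 10 of Feature Extraction, and the paper version 9.5.1.1.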

Other observations

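The tests of scaling, dilution, spot noise, GC content, array deviation and mesothelium were chosen after the results were seen; those of the p53 response and of exocrine carry-over were fixed in advance.

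Islet hormone transcripts can be set beside the graft question for these spleens. Ins1 had normalized signals of 27132 in Sample 1, 36989 in Sample 2 and 13369 in Sample 3, and Ins2 had 30998, 42566 and 15845. The ratios of Sample 3 over Sample 1 were 0.493 for Ins1, 0.511 for Ins2, 0.857 for Iapp, 0.350 for Gcg and 0.437 for Sst, and over Sample 2 they were 0.361, 0.372, 0.167, 0.119 and 0.104. Ppy was not well above background in Sample 3 and was at least 2.07-fold higher in Sample 1 and at least 8.55-fold higher in Sample 2. Pdx1 was not well above background in any sample. These values are relative to all RNA of the spleen sample, whose weight is not given in the paper's text, so they say nothing of the total per spleen. Scaling between arrays does not explain the lower Ins1, Ins2, Gcg and Sst, whose highest ratio over Sample 1 under any of quantile, 75th percentile and spike-in scaling was 0.669, while Iapp rose to 1.13 under spike-in scaling. The log2 ratios of the 5 hormones over Sample 1 ranged over 1.29. One dilution factor for all islet RNA and changes of single hormones cannot be told apart, because with 1 array per condition the scatter between mice is not known. A difference in the islet cells captured or in their expression stays open too.

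Rrm2b was weighed against other explanations. Other p53 targets had a median of -0.10 over Sample 1 and -0.05 over Sample 2, with 10 of 21 and 9 of 21 genes higher. The targets did not rise as a set, but since they went both ways, a p53 response of some targets and a change in Rrm2b alone cannot be told apart. Cdkn1a had the largest change of the list, at -1.84 over Sample 1 and -1.95 over Sample 2, while Trp53inp1 rose by 1.42 and 1.34. Noise of single spots is unlikely, since the log2 ratio was at least 5.01 times its scanner error. Probes of like GC content and signal had a median of 0.053 over Sample 1 and 0.35 over Sample 2. Over Sample 2, 0 of these 23 probes reached the ratio of Rrm2b, which argues against the low GC content as the whole cause there. Over Sample 1, 17.4% reached it, so an effect of low GC content and a change in Rrm2b cannot be told apart in that comparison. Deviation between arrays at low signal cannot be told apart from a change in Rrm2b with 1 array per condition. The dimmest spike-in, with signals of 73.1, 71.8 and 19.98, lay -1.29 from the other spike-ins in Sample 3 over Sample 1 on the log2 scale. That is nearly as large as the change of Rrm2b (1.34) and in the other direction. Over Sample 2 it lay -1.23 from them, against a change of Rrm2b of 2.09.

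Transcripts of the mesothelium rose with time. Msln, Muc16 and Krt19 were among the 5 largest ratios in Sample 3 over Sample 1, at 23.7, 23.9 and 23.6, of named genes well above background on both arrays. A list of 14 other mesothelial genes had a median of 2.56 over Sample 1 (12 higher), 1.27 over Sample 2 (10 higher) and 1.55 in Sample 2 over Sample 1 (12 higher). Of its genes, Wt1 is also on the spleen mesenchyme list, and Krt7, Krt8 and Krt18 are made by other epithelia too. Upk3b, Upk1b, Lrrn4, Gpm6a and Bnc1 were not well above background in Sample 1. The 4 genes lower in Sample 3 than in Sample 2 (Krt8, Krt18, Wt1 and Gas1) were well above background in all samples. The size of the medians thus rests partly on dim probes, and detection on all arrays was not tried for this list. The median of 2.56 is consistent with a larger share of mesothelium in Sample 3, as a hypothesis. Growth of the capsule after injection of the islets, adhesions and the part of the spleen that was sampled were not tested.

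Genes found by name in the RefSeq table were ranked, by probes past the criteria and well above background on each array compared. The largest ratio of Sample 3 over Sample 1 was that of Ccl8 (65.3), and the smallest that of Adamts4 (0.0257), followed by Mmp8 and Il6. 1700012I11Rik (24.8 and 24.5), Rgs13 (13.7 and 16.7), Tiam1 (13.7 and 13.4), Slc27a1 (10.0 and 9.68) and Amy2a5 (19.0 and 9.31) were the genes most raised in Sample 3 over both Sample 1 and Sample 2. In Sample 2 over Sample 1, Gm11559 had the largest ratio (32.3), and its Sample 3 signal of 415 was back near the 413 of Sample 1.

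The other lists had smaller medians. The macrophage list had medians of -0.15 and -0.27 over Samples 1 and 2, the dendritic cell list 0.12 and 0.34, and the neutrophil list 0.07 and 0.12. The genes on the neutrophil list went both ways over Sample 1 (10 higher, 8 lower), from -4.49 for Mmp8 to 1.92 for Mcpt8, so the neutrophil median hides large changes. Mcpt8 was dim, with a signal of 27.1 in Sample 1, and is not a specific neutrophil marker. The next largest rise was 0.88, for Fcnb. The spleen mesenchyme list, which holds Tlx1 and Nkx2-5, had medians of 0.16 and -0.29, and the beta cell and other islet endocrine lists had -0.11 and 0.33 over Sample 1. Of these, the macrophage, dendritic cell and spleen mesenchyme medians over Sample 2 and the other islet endocrine median over Sample 1 lay outside the random range. With a normexp correction all of these but the spleen mesenchyme median lay within it, and the spleen mesenchyme median did so without a detection filter. With the median of all probes of each gene, the macrophage median over Sample 1 was -0.33, outside the random range. The macrophage and spleen mesenchyme medians over Sample 2, and the macrophage and beta cell medians over Sample 1, change sign under spike-in scaling. The spleen mesenchyme medians hide large changes too. Over Sample 2 its genes went both ways (5 higher, 9 lower), from -3.04 for Col1a1 to 1.15 for Cxcl13, with Col3a1 at -2.76. In Sample 2 over Sample 1, Col1a1 was higher by 3.25 and Col3a1 by 3.52, under a list median of 0.07.

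The paper gives male mice, which the arrays can show. Ddx3y had signals of 960, 1125 and 1189 and Eif2s3y of 1631, 1541 and 1466, while Xist was not well above background in any sample. Uty was dim, and Kdm5d was not well above background.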
